# Vaccinia-Related Kinase 1 Is Required for the Maintenance of Undifferentiated Spermatogonia in Mouse Male Germ Cells

**DOI:** 10.1371/journal.pone.0015254

**Published:** 2010-12-13

**Authors:** Yoon Ha Choi, Choon-Ho Park, Wanil Kim, Hua Ling, Aram Kang, Matthew Wook Chang, Sun-Kyoung Im, Hyun-Woo Jeong, Young-Yun Kong, Kyong-Tai Kim

## Abstract

Vaccinia-related kinase 1 (VRK1) is a crucial protein kinase for mitotic regulation. VRK1 is known to play a role in germ cell development, and its deficiency results in sterility. Here we describe that VRK1 is essential for the maintenance of spermatogonial stem cells. To determine whether VRK1 plays a role in these cells, we assessed the population size of undifferentiated spermatogonia. Flow cytometry analyses showed that the number of undifferentiated spermatogonia was markedly reduced in VRK1-deficient testes. VRK1 was highly expressed in spermatogonial populations, and approximately 66% of undifferentiated spermatogonia that were sorted as an Ep-CAM^+^/c-kit^−^/alpha-6-integrin^+^ population showed a positive signal for VRK1. Undifferentiated stem cells expressing Plzf and Oct4 but not c-kit also expressed VRK1, suggesting that VRK1 is an intrinsic factor for the maintenance of spermatogonial stem cells. Microarray analyses of the global testicular transcriptome and quantitative RT-PCR of VRK1-deficient testes revealed significantly reduced expression levels of undifferentiated spermatogonial marker genes in early postnatal mice. Together, these results suggest that VRK1 is required for the proliferation and differentiation of undifferentiated spermatogonia, which are essential for spermatogenic cell maintenance.

## Introduction

Spermatogenesis is a highly productive and tightly regulated process. Multiple cell types, including somatic and germ cells, play different roles to maintain continuous sperm cell production. To sustain the germ cell population, the active proliferation of spermatogonia is required. Moreover, the proliferation rate, which is one of the highest in the body, must be well regulated. Spermatogonial stem cells (SSCs) are adult stem cells in the testes that support the germ cell pool throughout a male's life. Like other stem cells, SSCs can self-renew and differentiate into spermatozoa. These stem cells can proliferate rapidly to restore the germ cell population if that population becomes diminished (e.g., following exposure to a toxic chemical agent or irradiation). However, under normal physiological conditions, these cells divide slowly to generate both stem cells and progenitor cells [1]. Unidentified subpopulations of undifferentiated spermatogonia have stem cell capabilities. Undifferentiated spermatogonia comprise A_single_ (A_s_), A_paired_ (A_pr_), and A_aligned_ (A_al_) cells among type A spermatogonia [2], [3], [4].

Vaccinia-related kinases (VRKs) belong to the casein kinase family whose catalytic domain shares homology with the vaccinia virus gene, B1R [5]. Mammalian genomes encode three types of VRK proteins, namely VRK1, VRK2, and VRK3. VRK1 and VRK3 possess C- and N-terminal nuclear localization signals, respectively, while VRK2 has a C-terminal transmembrane domain. Interestingly, while VRK1 and VRK2 are enzymatically active, VRK3 is claimed as a pseudokinase whose substrates have not yet been identified [6]. VRK1 is highly expressed in both actively proliferating tissues, human tumor cell lines, and several tumor tissues suggesting that it plays an important role in cell cycle progression [5], [7], [8]. Recent studies have revealed several possible mechanisms by which VRK1 controls cell cycle progression. We have shown that VRK1 phosphorylates histone H3 on Thr3 and Ser10 during mitosis. Phosphorylation of the above residues is involved in important mitotic signals that induce chromatin condensation [9]. In addition, VRK1 is known to phosphorylate barrier-to-autointegration factor (BAF), which is critical for supporting both the nuclear envelope and chromatin structure. VRK1-mediated phosphorylation of BAF triggers BAF release from nuclear membrane proteins that contain LEM domains, causing disintegration of the nuclear envelope during early mitosis [10]. Furthermore, VRK1 expression is necessary for cyclin D1 expression and G1 progression [11], [12]. Mechanistically this is due to the incorporation of VRK1 to the cyclin D1 gene transcription complex where VRK1 phosphorylates cAMP response element-binding protein in Ser133, which is important for cyclin D1 induction [12]. Finally, VRK1 has also been known to phosphorylate several transcription factors, such as p53 [13], [14], ATF2 [15], and c-Jun [16], to increase transcription factor stability and activity.

Recently, many researchers have made an effort to examine the genetics of VRK1 in various organisms. A VRK1 gene-depleted mammalian model was first reported by Wiebe et al. [17]. A VRK1 gene deficiency gives rise to defects in gametogenesis, resulting in infertility in both sexes. In male mice, hypomorphism of VRK1 leads to progressive germ cell loss caused by an impairment of spermatogonial proliferation. VRK1 deficiency results in the progressive loss of spermatogonia that exhibit GCNA^+^ (germ cell nuclear antigen) and PCNA^+^ (proliferating cell nuclear antigen).

In this report, we also generated VRK1-deficient mice that have a reporter construct in the *Vrk1* intron region and asked whether a VRK1 deficiency might affect the maintenance of spermatogonial stem cells. To test our hypothesis, we quantified stem cell population in the testes of VRK1-deficient mice using flow cytometry. In addition, we also analyzed the testicular transcriptome of VRK1-deficient mice using DNA microarray and quantitative RT-PCR to investigate gene expression changes of specific markers during the first wave of spermatogenesis in postnatal mice. Here we present evidence to suggest that VRK1 is essential for the proper maintenance of undifferentiated spermatogonia.

## Results

### Expression patterns of VRK1 in germ cell populations

For the genetic analysis of VRK1 in mice, we used VRK1-deficient mice as previously reported (Figure S1) [17]. This mouse contains a β-geo insertion in intron 3 of VRK1, as a result of the expression of N-terminal 72 amino acids of VRK1 fused to β-geo. As previous study revealed that this mouse is hypomorphic for VRK1, we also confirmed some of full length VRK1 was expressed in the homozygote (Figure S1) [17]. In the testis, it was confirmed that VRK1 messenger RNA was localized to the periphery of seminiferous tubules in wild-type testis but was absent centrally (Figure 1A). Histological examination of the testes from heterozygote with the β-galactosidase substrate X-gal (5-bromo-4-chloro-3-indolyl-β-D-galactoside) showed that VRK1 expression was restricted to the seminiferous tubules and was confined within the first layer of cells adjacent to the basement membrane. Therefore, we confirmed that the *Vrk1* gene is successfully trapped and expresses the β–geo fusion protein in this model system (Figure 1B).

**Figure 1:**
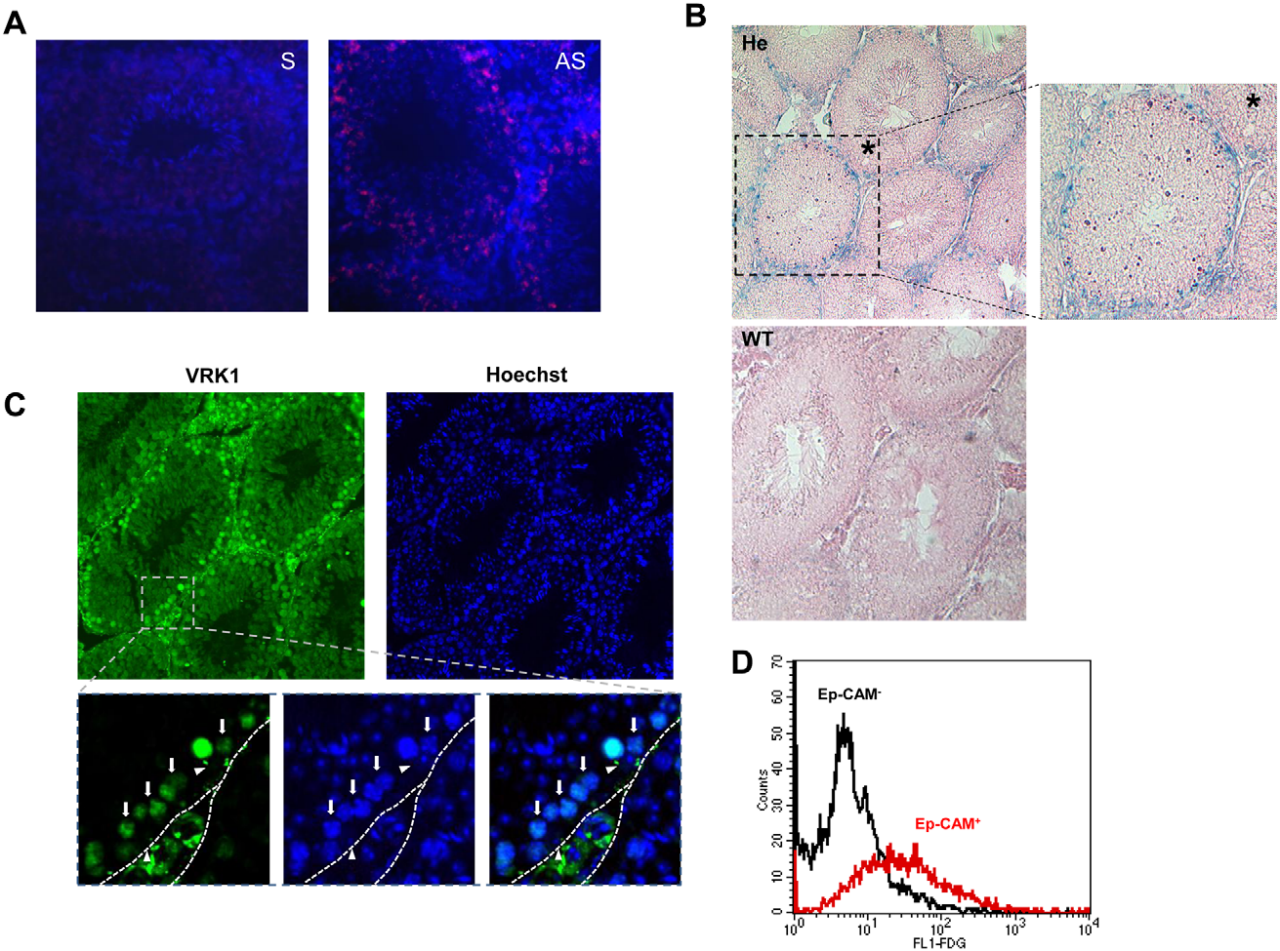
Expression of VRK1 in spermatogonial cells. (A) In situ hybridization with sense (S) or antisense (AS) probes against VRK1 mRNA (red). All testicular cells were counterstained with Hoechst 33342 (blue). (B) A section of testis from a heterozygous mouse was stained for β-galactosidase (blue) and counterstained with eosin (pink). Positive blue staining specifies the spermatogonia. He: heterozygote testis, WT: wild type testis. (C) Immunohistochemisty using a polyclonal antibody against VRK1 on a cross-section of testes isolated from an adult wild type mouse. Arrowheads and arrows in the lower panels indicate localization of Sertoli and spermatogonia, each. (D) Flow cytometry on freshly dissociated adult germ cells from a heterozygote that were positively or negatively sorted with Ep-CAM antibody. Cells were stained with FDG to identify VRK1-expressing cells.

According to a previous report, VRK1 is expressed in spermatogonia and Sertoli cells [17]. But, to date, the localization of VRK1 in mouse organs has not been confirmed with a VRK1-specific antibody. We generated anti-mouse VRK1 antibody from rabbits for further research, and its specificity was verified by Western blot analysis (Figure S2). Fifty micrograms of nucleus extracts from several organs were loaded onto an SDS/PAGE gel, and VRK1 was detected. The band of mouse VRK1 (51 kDa) was detected in thymus, spleen, and testis of wild type mice, but we could not detect any signal from the above-mentioned tissues in VRK1-deficient mice (Figure S2). According to a previous report, transcripts from VRK1 deficient mice were reduced by 80–85% compared with wild type [17]. Therefore, VRK1 protein appeared too low to detect with anti-VRK1 antibody in VRK1-deficient mice.

To test anti-VRK1 antibodies in mouse tissues, we examined testis samples from wild-type mice. VRK1 was expressed along the basal layer of the testis in which A and B type spermatogonia were aligned (Figure 1C). Although VRK1 was expressed in spermatogonia (Figure 1C, indicated by arrows), in contrast to previous report, we could not detect VRK1 protein in Sertoli cells by immunohistochemistry (Figure 1C, indicated by arrowheads)[17]. We also assessed the expression levels of VRK1 in spermatogonial populations using flow cytometry. To quantify the expression levels of VRK1 in spermatogonia, cells from VRK1-deficient mice were stained with fluorescein di-D-galactopyranoside (FDG), a substrate for β-galactosidase. As a result, the cells labeled with Ep-CAM were positive for fluorescein. These results indicated that spermatogonia specifically express VRK1 (Figure 1D).

### Defects in cell cycle progression in spermatogonia of VRK1- deficient early postnatal mice

As degeneration of testes can be induced by a spermatogonial proliferation defect, we assessed proliferating spermatogonia in VRK1-deficient testes by immunostaining for cyclin D1, a marker of mitotically active spermatogonia (Figure 2B). Although we observed no obvious degeneration of tubules at an early age (Figure 2A), the number of proliferating spermatogonia began to decrease within 2 weeks (Figure 2B).

**Figure 2:**
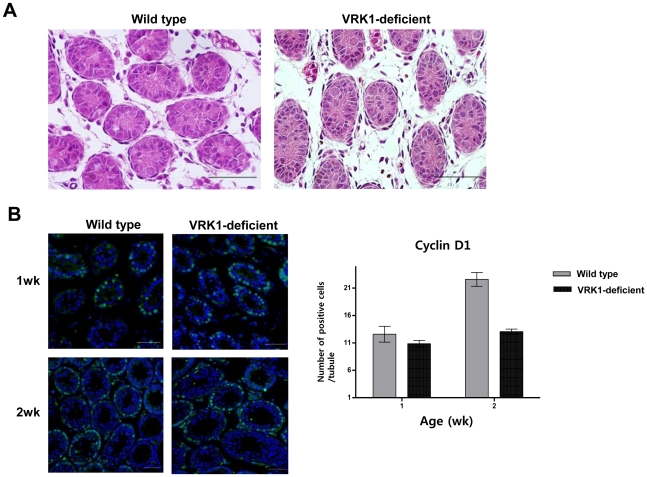
Defects in spermatogonia caused by aberrant cell proliferation in VRK1-deficient testes. (A) Histology of testes from 1-week-old VRK1-deficient. Testes from wild type and VRK1-deficient mice were stained with hematoxylin and eosin. Scale bar, 200 µm. (B) Immunohistochemistry with anti-cyclin D1 antibody for wild type testes (*n* = 3) and VRK1-deficient (*n* = 3) mice at 1 week and 2 weeks of age. Scale bar, 200 µm. More than 30 tubules were scored for each genotype. The mean value is shown with the standard error.

To assess the effects of VRK1 deficiency on spermatogenesis in detail, we analyzed gene expression levels in the testis by microarray (Table 1). 

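RNA from testes at postnatal day 8 was labeled with Cy3 and hybridized to Agilent Whole Genome Mouse arrays, with 4 biological replicates of each genotype and 1 array per replicate. The 8 arrays lay on 2 slides. Slide 1 held replicates 1 and 2 of both genotypes and slide 2 held replicates 3 and 4. On each slide, the wild type samples took array positions 1 and 2 and the VRK1-deficient samples took positions 3 and 4, so a difference between positions would appear as a difference between genotypes. The authors extracted the arrays with Agilent Feature Extraction, and the deposited values are its processed signals. These are linear intensities with the background subtracted, not scaled between arrays. Here each signal was converted to log2, and the log2 of the 75th percentile of its array was subtracted. That percentile lay between 642 and 851 on the wild type arrays (median 715) and between 548 and 745 on the VRK1-deficient arrays (median 648). Between 64.2% and 69.5% of spots on the wild type arrays and between 63.6% and 64.9% on the VRK1-deficient arrays were well above background. The number of arrays limits the precision of every value. Of 41174 probes, 26962 were well above background on at least 4 of the 8 arrays and were tested with limma, with Benjamini-Hochberg adjustment over these probes. A gene with several probes was represented by the probe with the highest mean signal. Probe positions are those of the array files, on mouse build mm7. Vrk1 (probe A_51_P102339, NM_011705) is placed on chromosome 12 from 103556489 to 103557469. Its log2 signal was 0.16 ± 0.38 (SD, n = 4) in wild type testes and -3.85 ± 0.27 (SD, n = 4) in VRK1-deficient testes. The log2 change was -4.004 (standard error 0.21, limma adjusted p = 0.000135), and 6.23% of the wild type signal was left. The position of the probe relative to the gene trap was not determined, so the part of this signal that comes from full-length transcript is not known. Vrk1 fell by 3.67 on the log2 scale within slide 1 and by 4.34 within slide 2. On wild type replicate 1 its log2 signal was -0.20, against -0.11 to 0.59 on the other wild type arrays. Over 26955 probes, that array had a correlation across probes of 0.987 to 0.990 with the VRK1-deficient arrays and of 0.970 to 0.986 with the other wild type arrays. Probes are not independent replicates, so no p is given.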

Testicular cells of pups (day 8) were subjected to analysis; at this age, spermatogonia actively proliferate and early types of spermatocytes appear [18]. We found that many genes related to spermatogenesis were disrupted; particularly, spermatogonia-specific transcripts (Lin28, Stra8, Dazl, Ep-CAM, and Crabp1) were downregulated. 

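At a limma adjusted p under 0.05, 986 probes for 918 gene symbols differed between genotypes. Of these, 535 were lower and 451 higher in VRK1-deficient testes. At least 2-fold changes were seen in 328 of them, with 253 lower and 75 higher. The arrays of the 2 genotypes did not overlap for 977 of the 986 probes. Over all tested probes the share without overlap was 16.7%, and chance gives 2.86% on average. Probes are not independent, so the distance between these shares is not a test of genotype. With the deposited signals, which are not scaled between arrays, 852 of 916 changed probes were lower and 64 higher. The count moved most with single arrays. It was 7659 without wild type replicate 1 and between 3 and 68 with any 1 of the other 7 arrays left out. Within slide 1 the count was 3, and within slide 2 it was 1059.
The spermatogonia category of Table 1 has 6 genes, and all 6 were lower in VRK1-deficient testes. The study chose them as lower on these same arrays, so neither their direction nor the tests of their mean are independent evidence. Stra8 (NM_009292, chromosome 6 from 34870433 to 34870492) had a log2 signal of 5.35 ± 0.84 (SD, n = 4) in wild type and 3.87 ± 0.64 (SD, n = 4) in VRK1-deficient testes. Its log2 change was -1.48 (standard error 0.44, limma adjusted p = 0.0760). Lin28a (NM_145833, chromosome 4 from 133382045 to 133382104), the Lin28 of the paper, changed by -1.12 (standard error 0.26, limma adjusted p = 0.0498). Lin28b (NM_001031772, chromosome 10 from 45189273 to 45189332) changed by -1.43 (standard error 0.32, limma adjusted p = 0.0492). The limma adjusted p of Lin28a rose to between 0.0776 and 0.153 with any 1 of the 7 arrays other than wild type replicate 1 left out, and that of Lin28b to between 0.0776 and 0.151. The log2 changes of Dazl (NM_010021), Ep-CAM (Epcam, NM_008532) and Crabp1 (NM_013496) were -0.96, -1.13 and -1.33, with limma adjusted p of 0.112, 0.0918 and 0.0796. The mean log2 signal of the 6 genes was 1.25 ± 0.69 (SD, n = 4) in wild type and 0.01 ± 0.44 (SD, n = 4) in VRK1-deficient testes. The difference was -1.24 (exact two-sided permutation test, p = 0.0857). The smallest p that 4 arrays against 4 allow is 0.0286. Adjusted over the 12 gene lists tested, the p was 0.129. The difference was -0.83 within slide 1 and -1.65 within slide 2. Without wild type replicate 1 it was -1.57 (exact permutation p = 0.0286), and the p was between 0.0857 and 0.114 with any 1 of the other 7 arrays left out. A rotation test (limma fry) gave p = 0.0210 for this list, and a test with an estimated correlation between genes (limma camera) gave p = 0.133.
A list of 10 differentiating spermatogonia genes, 9 of them measured, was drawn up from general knowledge of these cells and shares 3 genes with Table 1. Its mean log2 signal was 2.27 ± 0.51 (SD, n = 4) in wild type and 1.29 ± 0.40 (SD, n = 4) in VRK1-deficient testes. The difference was -0.98, with 8 of 9 genes lower (exact two-sided permutation test, p = 0.0857). It was -0.71 within slide 1, -1.25 within slide 2 and -1.23 without wild type replicate 1 (exact permutation p = 0.0286, and between 0.0857 and 0.114 with any 1 of the other 7 arrays left out). Of its 9 genes, 2 had a limma adjusted p under 0.05 over all probes and 8 when adjusted over the list alone.

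**Figure D1:**
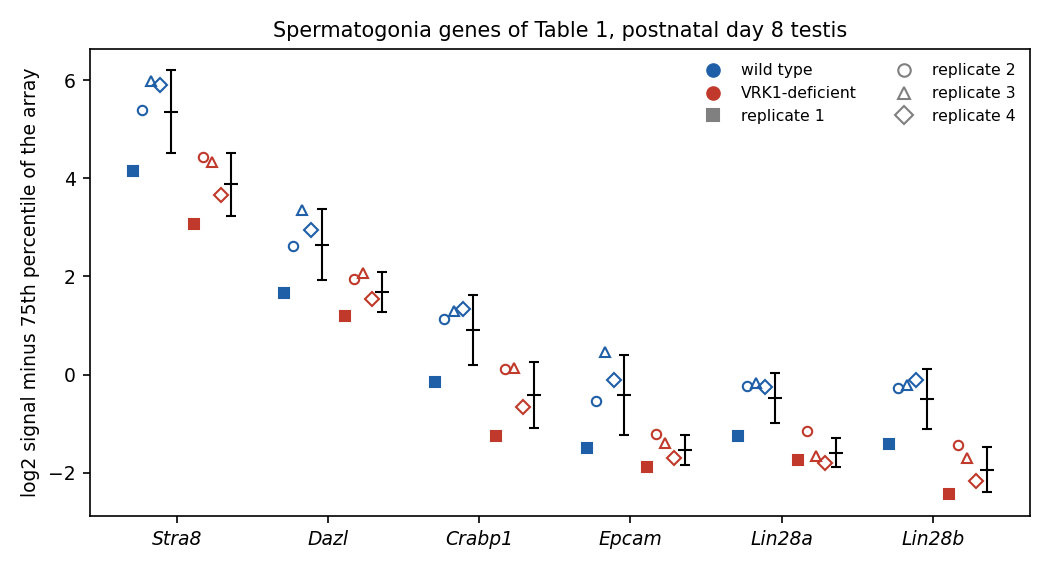
Log2 signal of the 6 spermatogonia genes of Table 1, minus the 75th percentile of each array, in wild type (blue) and VRK1-deficient (red) testes. Each symbol is 1 array, filled squares are replicate 1, and black bars are the mean ± SD of 4 arrays.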

Lin28, a pluripotency factor, is expressed in pluripotent cells and undifferentiated spermatogonia [19]. 

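Undifferentiated spermatogonia were examined with a list of 19 genes drawn up from general knowledge of these cells. Of these, 18 had a probe and 15 were well above background on at least 4 arrays. All 15 were well above background on all 8 arrays. The mean log2 signal of the 15 genes was -1.40 ± 0.22 (SD, n = 4) in wild type and -1.63 ± 0.11 (SD, n = 4) in VRK1-deficient testes. The difference was -0.23 (exact two-sided permutation test, p = 0.114, 0.152 after adjustment over the lists). It was -0.21 within slide 1 and -0.24 within slide 2. The list moved in both directions, with 9 genes lower and 6 higher. Sall4 (AK017633, chromosome 2 from 168541487 to 168541546) changed by -0.99 (standard error 0.22, limma adjusted p = 0.0491). A second Sall4 probe fell by 0.33 (limma adjusted p = 0.276). Bcl6b (NM_007528, chromosome 11 from 70305936 to 70305995) changed by 0.61 (standard error 0.14, limma adjusted p = 0.0498). Together with Lin28a, 3 genes of the list had a limma adjusted p under 0.05 over all probes, and 10 had one when adjusted over the list alone. With any 1 of the 7 arrays other than wild type replicate 1 left out, the limma adjusted p of Sall4 was between 0.0776 and 0.149 and that of Bcl6b between 0.0735 and 0.1503. Etv5, Gfra1, Nanos2 and Id4 also had higher signals in VRK1-deficient testes, with log2 changes of 0.66, 0.54, 0.50 and 0.21. Their limma adjusted p were 0.0892, 0.0776, 0.0634 and 0.535. Cdh1, Foxo1, Nanos3, Utf1 and Taf4b had lower signals, with log2 changes of -0.63, -0.56, -0.54, -0.32 and -0.16 and limma adjusted p of 0.278, 0.0588, 0.0818, 0.462 and 0.518. Of the 15 genes, the arrays of the 2 genotypes did not overlap for Sall4, Foxo1, Pou3f1 and Neurog3, which were lower, and for Bcl6b, Etv5, Gfra1 and Nanos2, which were higher.

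**Figure D2:**
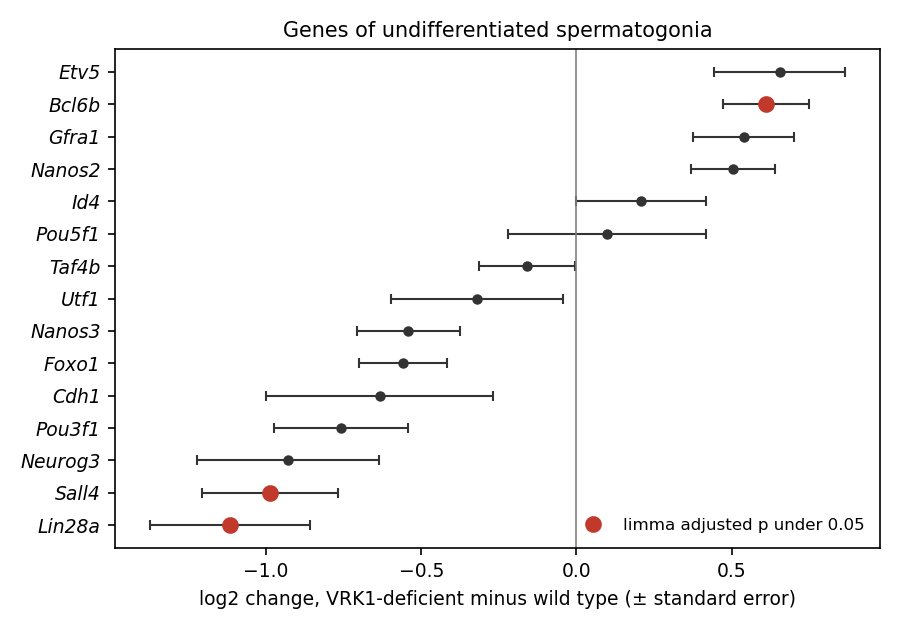
Log2 change between VRK1-deficient and wild type testes for the 15 measured genes of the undifferentiated spermatogonia list, with bars of ± 1 standard error from limma. Red symbols are the 3 genes with a limma adjusted p under 0.05.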

Although genes expressed in undifferentiated spermatogonia were not abundantly detected by microarray analysis, we identified that several marker genes in undifferentiated spermatogonia, including Plzf, Pou3f1, Pou5f1, Ret and Ngn3 were significantly reduced by qRT-PCR (Figure 3A). 

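The array files were searched for probes of Plzf (Zbtb16), Pou3f1, Pou5f1, Ret and Ngn3 (Neurog3). No probe was paired with Zbtb16 by its symbol, synonyms or accessions, so 4 of the 5 genes could be measured. Probes of 3 genes were well above background on 8 of 8 arrays. These were Pou3f1 (NM_011141, chromosome 4 from 124103741 to 124103800), Pou5f1 (NM_013633, chromosome 17 from 33612047 to 33612107) and Neurog3 (NM_009719, chromosome 10 from 61652560 to 61652619). In wild type testes, the log2 signal relative to the 75th percentile of the array was 3.41 ± 0.42 for Pou3f1, -1.99 ± 0.70 for Pou5f1 and -2.42 ± 0.65 for Neurog3 (SD, n = 4). The probe of Ret (NM_009050, chromosome 6 from 118179346 to 118179405) was well above background on 1 wild type array and on 0 of 4 VRK1-deficient arrays, so no fold is given for it.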

Because undifferentiated spermatogonia were present at a low concentration, these genes could not be detected by microarray analysis. We confirmed the differential expression of select genes by qRT-PCR and showed an overall concordance of relative expression levels with those obtained by microarray analysis (Figure 3A and 3B). This finding indicates that VRK1 plays a critical role in the maintenance of spermatogonia during an early postnatal age.

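The microarray levels of the genes in Figure 3 were recomputed as linear signals after the shift to the 75th percentile, with the wild type mean set to 1. In VRK1-deficient testes, the level of Stra8 was 0.345 ± 0.138 (SD, n = 4) and that of Dazl was 0.484 ± 0.128 (SD, n = 4). Epcam, Crabp1, Lin28a and Lin28b lay between these levels, at 0.416, 0.398, 0.449 and 0.362. Among the meiosis genes of the figure, the levels were 0.223 ± 0.070 for Ccnb3, 0.384 ± 0.054 for Cpeb1, 0.2497 ± 0.073 for Mei1, 0.302 ± 0.073 for Sycp2 and 0.484 ± 0.084 for Stag3 (SD, n = 4). Msh4 was well above background on 2 of 4 wild type arrays and 0 of 4 VRK1-deficient arrays. As an approximate lower bound, it was 1.33-fold lower. Bmp8a, Bmp8b and Jag2 were at 0.472, 0.309 and 0.398, and Gdnf was at 2.01 ± 0.24 (SD, n = 4). The wild type arrays varied more, with an SD between 0.228 for Stag3 and 0.600 for Gdnf. The qRT-PCR measurements were not analysed here. From the levels of these genes by qRT-PCR and by microarray, the paper concludes that VRK1 is critical for maintaining spermatogonia at an early postnatal age.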

**Figure 3:**
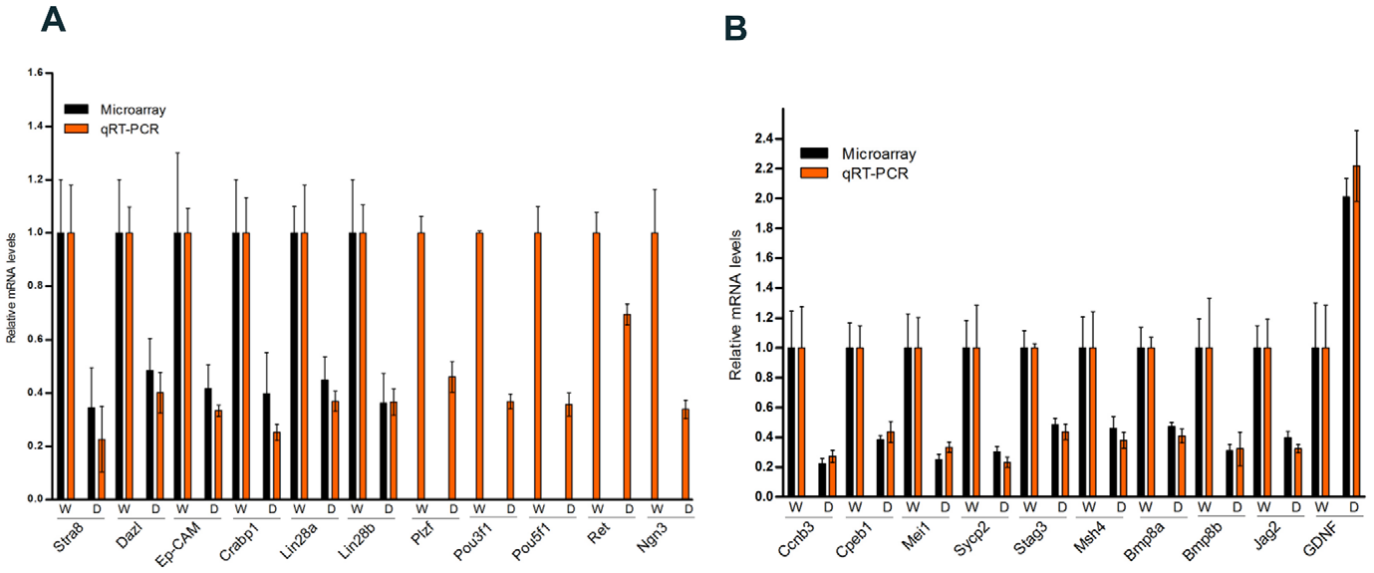
Impaired expression of genes involved in spermatogenesis at an early postnatal age. (A, B) DNA microarray and quantitative RT-PCR analysis of spermatogonial marker genes (A) or spermatogenic genes (B) in total testicular cells from postnatal day 8 of wild-type and VRK1-deficient mice. Each value of qRT-PCR was normalized to β-actin expression levels and expressed as the fold change relative to the levels detected in wild type samples, which were set equal to 1. Error bars represent the mean ± SD. Primers for qRT-PCR were presented in Table S1. W: wild type testes, D: VRK1-deficient testes.

**Table 1:** Microarray-based transcriptome analysis of testicular cells in adult wild type and VRK1-deficient mice.

**Spermatogonia**	**p-value**	**Fold change**	**Regulation**
Stra8	0.031	2.79	Down
Dazl	0.031	2.03	Down
Tacstd1 (Ep-CAM)	0.042	2.18	Down
Crabp1	0.034	2.51	Down
Lin28a	0.010	2.17	Down
Lin28b	0.002	2.85	Down
**Meiosis**	**p-value**	**Fold change**	**Regulation**
Ovol1	0.014	2.93	Down
Ccnb3	0.006	4.13	Down
Cpeb1	0.003	2.51	Down
Mei1	0.010	3.67	Down
Ccna1	0.037	2.07	Down
Sycp2	0.004	3.17	Down
Syce1	0.020	2.37	Down
Boll	0.018	2.36	Down
Smc1b	0.033	2.22	Down
Stag3	0.004	2.04	Down
Msh4	0.050	2.13	Down
Clgn	0.037	2.05	Down
Suv39h2	0.036	2.03	Down
**Spermatogenesis**	**p-value**	**Fold change**	**Regulation**
Tssk3	0.012	2.77	Down
Rnf17	0.023	2.26	Down
Mov10l1	0.017	2.25	Down
Ovol1	0.014	2.93	Down
Prok2	0.014	4.85	Down
Gal3st1	0.034	3.97	Down
Bmp8a	0.006	2.06	Down
Bmp8b	0.007	3.08	Down
Mtl5	0.013	2.43	Down
Dazl	0.031	2.03	Down
Spag16	0.004	3.35	Down
Ccna1	0.037	2.07	Down
Hmga1	0.018	2.06	Down
Boll	0.018	2.36	Down
Nlrp14	0.010	2.80	Down
Msh4	0.050	2.13	Down
Clgn	0.037	2.05	Down
Hsf2bp	0.002	3.53	Down
Dnmt3a	0.010	2.04	Down
Jag2	0.006	2.45	Down
Gdnf	0.027	2.25	Up

**Differently expressed genes involved in spermatogonia, meiosis, and spermatogenesis in VRK1-deficient testes were listed.**

Altered genes were classified into functional categories using Gene Ontology (GO) (Table S2). 

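Gene selection with the criteria of the methods was repeated on the log2 signals. The methods' t-test gave an unadjusted p of at most 0.05 for 7068 probes, or 26.2% of those tested. A change of at least 2-fold, taken from the smallest fold in Table 1, left 775 probes for 703 gene symbols. Of these 775 probes, 622 were lower and 153 higher in VRK1-deficient testes. After Benjamini-Hochberg adjustment of the same test, 18 of them had an adjusted p under 0.05, and 328 had one with limma. Over all probes, 162 had an adjusted p under 0.05 by the methods' t-test. With a background correction by the normexp model, the criteria gave 191 probes. They gave 1521 probes without wild type replicate 1, 487 without wild type replicate 3, 475 without wild type replicate 4 and 469 without VRK1-deficient replicate 1. Within slide 1 they gave 99 probes and within slide 2 they gave 1147. The GO classification was not repeated here.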

We found some genes that are able to globally influence spermatogenesis (Table 1 and Figure 3B). 

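Table 1 has 34 genes, and 30 of them passed the filter on dim probes. The brightest probe of all but 1 gene was lower in VRK1-deficient testes. Over all tested probes, 11 of the 34 genes had a limma adjusted p under 0.05. The adjusted p of the 30 tested genes lay between 0.0423 and 0.1605. All 30 tested genes had one when adjusted over the list alone, with the highest at 0.0430. The study chose the list on these samples, so neither the directions nor the latter count are independent evidence. The arrays of the genotypes did not overlap for 14 of the 34 genes. Without wild type replicate 1, 30 genes were called over all probes, and with any 1 of the other 7 arrays left out the limma count was 0, with 27 to 30 genes at an unadjusted p under 0.05. By the methods' t-test, 0 genes had an adjusted p under 0.05.
The 20 spermatogenesis genes that the paper lists as lower had a mean log2 signal of -1.74 ± 0.58 (SD, n = 4) in wild type and -3.04 ± 0.37 (SD, n = 4) in VRK1-deficient testes. The mean fell by 1.30, with 20 of 20 genes lower. This too is not independent, since the genes were chosen as lower on these arrays, and the same holds for the permutation test. All 4 VRK1-deficient arrays lay below the lowest wild type array (exact two-sided permutation test, p = 0.0286, adjusted over the lists 0.129). The difference was -0.94 within slide 1 and -1.66 within slide 2. It was -0.54 with the normexp background correction (exact permutation p = 0.0857). The mean includes Msh4, Tssk3, Spag16 and Hsf2bp, which were not well above background on any VRK1-deficient array. With only probes well above background on all 8 arrays, the difference was -1.06 (exact permutation p = 0.0286). With quantile normalization and with the signals not scaled between arrays, the arrays of the genotypes overlapped (exact permutation p = 0.0571 for both). With any 1 of the VRK1-deficient arrays left out, the exact permutation p was 0.0571. The other VRK1-deficient arrays then still lay below all wild type arrays. Jag2 (NM_010588, on the unplaced part of chromosome 12) changed by -1.29 on the log2 scale (standard error 0.27, limma adjusted p = 0.0473), and Nlrp14 (NM_001002894, chromosome 7 from 103093907 to 103093966) by -1.48 (standard error 0.34, limma adjusted p = 0.0498). The distance of Jag2 from Vrk1, on the same chromosome, is not known from these positions, so an effect of linked DNA was not examined for it. With any 1 of the 7 arrays other than wild type replicate 1 left out, the limma adjusted p was between 0.0741 and 0.148 for Jag2 and between 0.0776 and 0.147 for Nlrp14. Tssk3, Spag16 and Hsf2bp were not well above background on any VRK1-deficient array. Spag16 was well above background on 3 of 4 wild type arrays and Hsf2bp on 2 of 4. As approximate lower bounds, Tssk3, Spag16 and Hsf2bp were 1.16-fold, 1.31-fold and 1.15-fold lower. The brightest probe of Dnmt3a changed by -0.74, and its other probes by -1.03 and 0.13.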

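The files list Bmp8a (NM_007558) on chromosome 4 from 122757422 to 122757481 and Bmp8b (NM_007559) on chromosome 4 from 122569912 to 122569968. The log2 signal of Bmp8a was -4.02 ± 0.47 (SD, n = 4) in wild type and -5.06 ± 0.16 (SD, n = 4) in VRK1-deficient testes. Its log2 change was -1.04 (standard error 0.22, limma adjusted p = 0.0473). The log2 signal of Bmp8b was -3.47 ± 0.71 (SD, n = 4) in wild type and -5.09 ± 0.40 (SD, n = 4) in VRK1-deficient testes, a change of -1.62 (standard error 0.34, limma adjusted p = 0.0473). Both signals were low, and Bmp8b was well above background on 4 of 4 wild type and 2 of 4 VRK1-deficient arrays. For both genes, all 4 VRK1-deficient arrays lay below all 4 wild type arrays. Bmp8a changed by -0.80 within slide 1 and -1.28 within slide 2, and Bmp8b by -1.24 and -2.01. With any 1 of the 7 arrays other than wild type replicate 1 left out, the limma adjusted p was between 0.0741 and 0.149 for Bmp8a and between 0.0749 and 0.149 for Bmp8b. The normexp background correction reduced the changes to -0.16 for Bmp8a and -0.39 for Bmp8b (limma adjusted p = 0.428 and 0.133). Over all alternatives, the limma adjusted p lay between 0.00323 and 0.510 for Bmp8a and between 0.00323 and 0.508 for Bmp8b.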

VRK1 deficiency caused a reduction in Bmp8 (bone morphogenetic protein 8) expression levels. Bmp8a and b are ubiquitously expressed in spermatogonia and primary spermatocytes before 3.5 weeks of age. Bmp8 absence results in an impairment of germ cell proliferation and differentiation [20], [21]. Glial cell line-derived neurotrophic factor (GDNF) is produced by Sertoli cells and controls the maintenance of germ line stem cells. Loss of germ cells caused by drug treatment and cryptorchid procedures results in an increase in GDNF expression [22], [23]. Interestingly, GDNF gene expression increased in VRK1-deficient testes, perhaps to repair impaired spermatogonial function. 

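The Gdnf probe (NM_010275, chromosome 15 from 7663781 to 7663840) had a log2 signal of -3.43 ± 0.79 (SD, n = 4) in wild type and -2.26 ± 0.18 (SD, n = 4) in VRK1-deficient testes. The log2 change was 1.17 (standard error 0.34, limma adjusted p = 0.0728), and 3 of 4 VRK1-deficient arrays lay above the highest wild type array. The change was 0.67 within slide 1 and 1.68 within slide 2. Without wild type replicate 1, whose signal of -2.36 was the highest of the wild type arrays, it was 1.53 (limma adjusted p = 0.00351). With the normexp background correction it was 0.74 (limma adjusted p = 0.0370). Over all alternatives, the limma adjusted p lay between 0.00351 and 0.528. Because GDNF is made by Sertoli cells, a list of 16 Sertoli cell genes that includes Gdnf was tested. Its mean log2 signal was 2.28 ± 0.30 (SD, n = 4) in wild type and 2.66 ± 0.14 (SD, n = 4) in VRK1-deficient testes. The difference was 0.38, with 13 of 16 genes higher (exact two-sided permutation test, p = 0.0857, adjusted over the lists 0.129). It was 0.20 within slide 1, 0.57 within slide 2 and 0.52 without wild type replicate 1 (exact permutation p = 0.0286). It was between 0.29 and 0.43 with any 1 of the other 7 arrays left out (exact permutation p between 0.0857 and 0.143). With the signals not scaled between arrays it was 0.20 (exact permutation p = 0.4). By limma, 0 of the 16 genes had an adjusted p under 0.05 over all probes, 11 had an unadjusted p under 0.05, and 10 had an adjusted p under 0.05 when adjusted over the list alone.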

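The meiosis category of Table 1 has 13 genes, and all 13 were lower in VRK1-deficient testes. As with the other Table 1 lists, they were chosen as lower on these arrays, so the direction and the tests of the mean are not independent evidence. Their mean log2 signal was -0.50 ± 0.65 (SD, n = 4) in wild type and -1.79 ± 0.34 (SD, n = 4) in VRK1-deficient testes. The difference was -1.29, and 3 of 4 VRK1-deficient arrays lay below the lowest wild type array (exact two-sided permutation test, p = 0.0571, adjusted over the lists 0.129). It was -0.93 within slide 1 and -1.66 within slide 2. The list includes Msh4, which was not well above background on any VRK1-deficient array. With only probes well above background on all 8 arrays, the difference was -1.21 (exact permutation p = 0.0571). Without wild type replicate 1 the difference was -1.61 (exact permutation p = 0.0286, and between 0.0571 and 0.0857 with any 1 of the other 7 arrays left out). Over all probes, 5 of the 13 genes had a limma adjusted p under 0.05. The largest change among these was that of Ccnb3 (NM_183015, chromosome X from 5413412 to 5413471), at -2.05 (standard error 0.41, limma adjusted p = 0.0464). The log2 changes of Mei1 (AY270177) and Sycp2 (NM_177191) were -1.88 and -1.67 (limma adjusted p = 0.0492 and 0.0435). Those of Cpeb1 (NM_007755) and Stag3 (NM_016964) were -1.33 and -1.03 (limma adjusted p = 0.0423 and 0.0454). With any 1 of the 7 arrays other than wild type replicate 1 left out, the limma adjusted p of these 5 genes lay between 0.0620 for Cpeb1 and 0.151 for Mei1. A list of 22 genes of meiotic prophase, 20 of them measured, was drawn up in the same way as the other lists and shares 6 genes with Table 1. Its mean log2 signal was -0.24 ± 0.63 (SD, n = 4) in wild type and -1.30 ± 0.30 (SD, n = 4) in VRK1-deficient testes. The mean fell by 1.06, with 20 of 20 genes lower (exact two-sided permutation test, p = 0.0857). It fell by 0.67 within slide 1 and by 1.44 within slide 2, and by 1.36 without wild type replicate 1 (exact permutation p = 0.0286, and between 0.0857 and 0.114 with any 1 of the other 7 arrays left out). Of the 20 genes, 3 had a limma adjusted p under 0.05 over all probes and 16 when adjusted over the list alone.

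**Figure D3:**
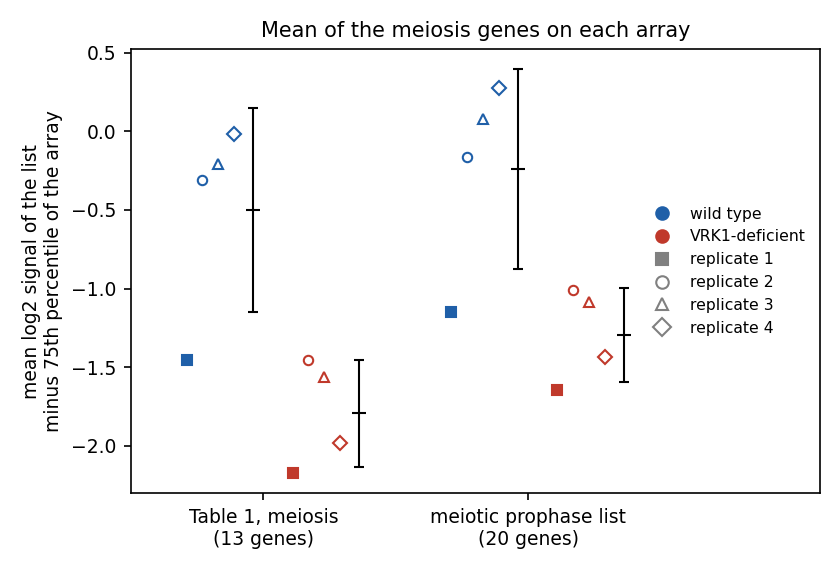
Mean log2 signal, minus the 75th percentile of each array, of the 13 meiosis genes of Table 1 and of the 20 measured genes of the meiotic prophase list in wild type (blue) and VRK1-deficient (red) testes. Each symbol is 1 array, filled squares are replicate 1, and black bars are the mean ± SD of 4 arrays.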

We also found that the expression levels of several genes in the meiosis category were perturbed, indicating a functional impairment of VRK1 during the first wave of the spermatogenesis.

### Expression levels of VRK1 in undifferentiated spermatogonia

Several factors influence the cell cycle progression of undifferentiated spermatogonia, including hormones, growth factors, Sertoli cells, and other germ cells. Because of the progressive degeneration and agametic phenotype of VRK1-deficient testes, we investigated whether VRK1 directly influences the function of undifferentiated spermatogonia in a cell-autonomous manner. To determine whether VRK1 is expressed in undifferentiated spermatogonia, we performed immunocytochemistry with Ep-CAM-positive spermatogonial cells sorted by MACS. We found that undifferentiated spermatogonia expressing Oct-4 and Plzf also expressed VRK1 (Figure 4A and 4B). C-kit has been detected in a broad range of type A and differentiated spermatogonia [24], [25]; undifferentiated spermatogonia lacking c-kit appeared to express VRK1 (Figure 4C, indicated by arrow). Within c-kit-positive spermatogonia, there were separate populations that either expressed VRK1 or not, meaning that VRK1 is not expressed in all differentiated spermatogonial populations (Figure 4D, indicated by arrowhead and asterisk).

**Figure 4:**
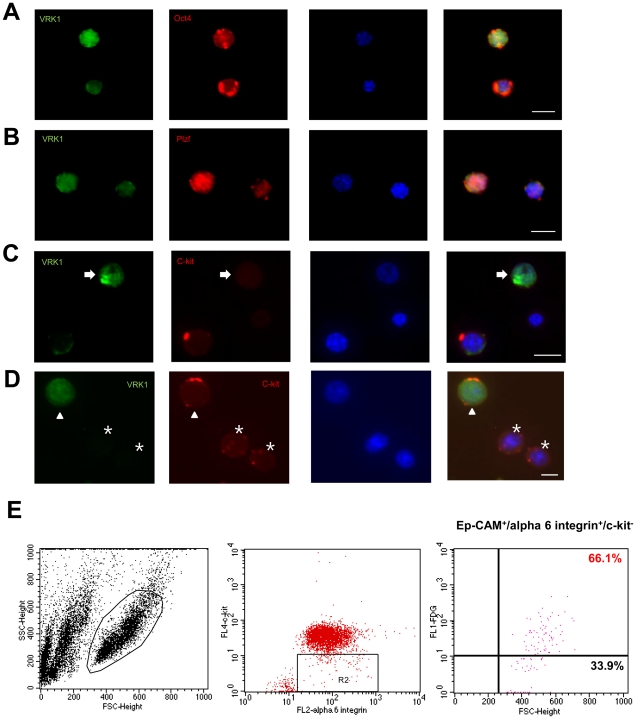
Expression of VRK1 in undifferentiated spermatogonia. (A, B) Immunocytochemistry of spermatogonia sorted by Ep-CAM antibody with VRK1 and Oct-4 (A) or Plzf (B). (C, D) Spermatogonia were stained with VRK1 and c-kit, and spermatogonia expressing VRK1 were negatively stained with c-kit (C). Heterogeneous populations stained with VRK1 were shown in c-kit-positive spermatogonia (D). (E) Flow cytometry analysis of VRK1-expressing spermatogonia that were then gated by c-kit^−^ and α6-integrin^+^ in the isolated Ep-CAM^+^ fraction of heterozygous spermatogonia. Cells were freshly stained with FDG.

To further confirm VRK1 expression levels in undifferentiated spermatogonia, we also quantified VRK1 expression levels by flow cytometry (Figure 4E). Spermatogonia were stained with Ep-CAM antibody and sorted by MACS. Cells expressing VRK1 were stained with fluorescein processed by FDG. To identify undifferentiated spermatogonial populations, cells were labeled with anti-α_6_-integrin and c-kit antibody [25]. As a result, nearly 66% of cells that were α_6_-integrin^+^ and c-kit^−^ expressed VRK1 (Figure 4E). As the data demonstrate, cells expressing makers for undifferentiated spermatogonia also expressed VRK1, suggesting that the defect in VRK1-deficient testes might be inherent for undifferentiated spermatogonia.

### Age-dependent loss of undifferentiated spermatogonia in VRK1-deficient^−^ mice

We postulated that the gradual depletion of germ cells in aging VRK1-deficient mice was accelerated by dysfunctional undifferentiated spermatogonia. To examine this hypothesis, we also used flow cytometry to study the proportional change in undifferentiated spermatogonia in cells harvested from VRK1-deficient mice. The method published by Takubo et al. and Kubota et al. was used with few modifications to isolate undifferentiated spermatogonia [26], [27]. In purified spermatogonia, cells with high forward light scatter and low side-angle light scatter values [25] were first gated by c-kit expression and then by α_6_-integrin and Thy1.2 expression. The undifferentiated spermatogonial population, defined as c-kit^−^, α_6_-integrin^+^, and Thy1.2^+^, was reduced slightly in 2-week-old VRK1-deficient mice (Figure 5A). This change was further pronounced in 8-week-old mice as undifferentiated spermatogonial cell fractions constituted only 0.17% of the testis cell population. In wild-type testes, these cells composed 0.9% of the population (Figure 5B). Together, these data support the hypothesis that VRK1 deficiency in mouse testes disrupts undifferentiated spermatogonia, leading to a decrease in this cell population.

**Figure 5:**
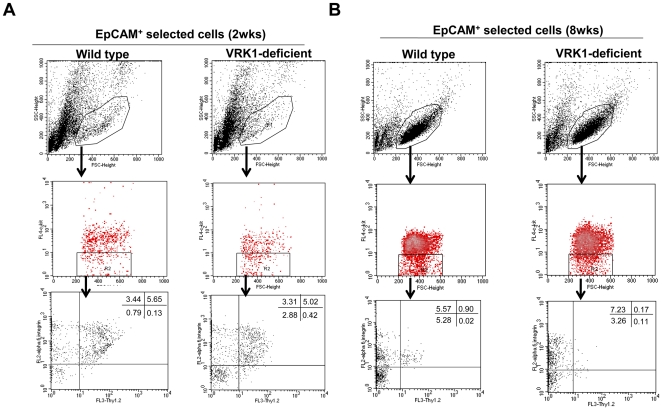
Loss of undifferentiated spermatogonia in VRK1-deficient testes. (A, B) Flow cytometric analysis of undifferentiated spermatogonia, defined as c-kit^−^, α6-integrin^+^, and Thy1^+^, in the isolated EpCAM^+^ fraction in 2- (A) and 8- (B) week-old mice.

### Defects in the proliferation of undifferentiated spermatogonia in VRK1-deficient mice

To further analyze the impairment of undifferentiated spermatogonia by VRK1 deficiency, we performed immunostaining of seminiferous tubules with anti-Plzf antibody (Figure 6A and 6B). Plzf is expressed in undifferentiated spermatogonia, that is, in A_s_, A_pr_, and A_al_ [28], [29]. In seminiferous tubules from 5-week-old, wild-type mice, the proportion of A_s_ and A_pr_ were observed with 28.75% and 26.25% frequencies. Compared to wild type, the proportion of each clustered cell type showed significant changes in VRK1-deficient mice. A_s_ cells account for more than 50 percent of the population in VRK1-deficient seminiferous tubules. Whereas A_s_ and A_pr_ were present in 70% of the counted clusters, long-chain undifferentiated spermatogonia were present at lower proportions than wild type. Moreover, Plzf-positive germ cells were seldom detected in seminiferous tubules of 9-week-old mice VRK1-deficient mice, similar to flow cytometry results (Figure 5B and Figure S3). The chain lengths of the remaining undifferentiated spermatogonia were generally short (Figure S3) in VRK1-deficient seminiferous tubules. Type A spermatogonia underwent a series of mitotic divisions into A_pr_, A_al(4)_, A_al(8)_, and A_al(16)_ cells [3]. With these data, we hypothesized that the VRK1 deficiency affects the mitotic division of undifferentiated spermatogonia, resulting in their apparent loss.

**Figure 6:**
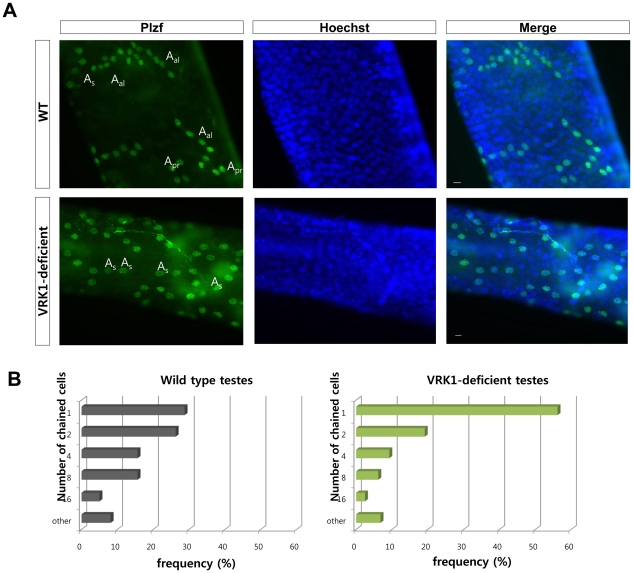
Loss of the chained undifferentiated spermatogonia in VRK1-deficient testes. (A) Five-week-old testes of wild-type and VRK1-deficient mice were examined by whole-mount immunostaining with anti-Plzf antibody. Scale bars, 10 µm. (B) Frequency of the undifferentiated spermatogonia clusters classified by the number of chains of cells. 160 (wild type) or 162 (VRK1-deficient testes) clusters that were clearly identified were counted.

## Discussion

This study investigated the functional importance of VRK1 for the maintenance of mammalian spermatogonial stem cells. In view of current genetics analyses, VRK1 is important to the process of gametogenesis. Previous reports have analyzed the function of VRK in *Caenorhabditis elegans* and *Drosophila melanogaster* in which single VRK orthologs exist. siRNA-mediated VRK depletion in *C. elegans* results in early embryonic lethality caused by cell cycle arrest during the earliest cell division [30]. In vrk-1 mutants of *C. elegans* that express truncated VRK-1 proteins, sterility was observed from defects in the cell cycle [31], [32]. NHK1, the VRK1 homolog in *D. melanogaster*, is important for karyosome formation and metaphase arrest during meiosis. Mutations in NHK1 lead to sterility in both male and female flies due to abnormal meiotic spindle formation [33]. NHK1 mutations in oocytes also cause the formation of multiple spindles and increased chromosome condensation during prophase [34]. These reports indicate that VRK1 plays an important role in germ cell development. In contrast to *C. elegans* and *D. melanogaster*, mammalian genomes encode three forms of VRK whose functions are more diverse and complex. Among the VRK families, a hypomorphic mouse model for VRK1 has been recently reported [17]. VRK1 mutant mice generated by the gene trap method showed progressive germ cell loss and resulting infertility. Germ cell nuclear antigen (GCNA), proliferating cell nuclear antigen (PCNA), and c-kit-positive germ cells were all greatly reduced in VRK1-deficient seminiferous tubules. Whereas adult mice showed obvious germ cell defects, testes from prepubertal mice seemed normal. The authors concluded that VRK1 deficiency did not affect the maintenance of spermatogonial stem cells. This conclusion was suggested by counting the number of Plzf-positive cells in the seminiferous tubules during the first wave of spermatogenesis. Previous studies also reported that mice in which essential genes related to the maintenance of spermatogonial stem cells have been knocked out do not frequently show abnormalities in germ cell production during the first wave of spermatogenesis. Few factors other than Plzf [28], [29] and TATA box-binding protein-associated factor 4b (Taf4b) [35] are known to be essential for the maintenance of spermatogonial stem cells. Disruption of the transcriptional repressor Plzf in mice results in a progressive depletion of germ cells, resulting in a phenotype that consists only of Sertoli cells. Similarly, inactivation of Taf4b results in severe germ cell depletion characterized by tubules of only Sertoli cells and male infertility [35]. Although these mice can complete spermatogenesis, leading to the production of normal sperm during the first wave of spermatogenesis, the number of germ cells is reduced, and spermatogonial proliferation is defective at an early age. All of these effects cause infertility in these animals.

In the present research, we analyzed the first wave of spermatogenesis in VRK1-deficient mice and found that the functional defect in spermatogenesis occurred at an early age. Within 2 weeks, the number of actively proliferating spermatogonia was significantly reduced as indicated by cyclin D1 immunostaining (Figure 2B). Moreover, the expression levels of marker genes, including Plzf, POU5f1(Oct-4), POU3f1(Oct-6), Ret, Ngn3, and Lin28, in undifferentiated spermatogonia were markedly downregulated as indicated by microarray analysis and quantitative RT-PCR by day 8 (Figure 3A). Therefore, these results suggest that the impairment of important genes in undifferentiated spermatogonia impede the normal meiotic development of spermatocytes as shown by the GO data (Table 1 and Table S1), indicating that VRK1 plays a crucial role in normal spermatogenesis in neonatal mice.

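On the arrays, the log2 change of Pou3f1 between VRK1-deficient and wild type testes was -0.76 (standard error 0.22, limma adjusted p = 0.0704). It was -0.44 within slide 1 and -1.08 within slide 2. Neurog3 changed by -0.93 (standard error 0.29, limma adjusted p = 0.0856), with -0.91 within slide 1 and -0.95 within slide 2. For both genes, all 4 VRK1-deficient arrays lay below all 4 wild type arrays, and the limma adjusted p was 0.0199 and 0.0223 without wild type replicate 1. The limma adjusted p was between 0.0904 and 0.179 for Pou3f1 and between 0.0830 and 0.197 for Neurog3 with any 1 of the other 7 arrays left out. Pou5f1 changed by 0.10 (standard error 0.32, limma adjusted p = 0.856), which is less than the spread between arrays. Its change was -0.26 within slide 1 and 0.46 within slide 2, -0.20 without wild type replicate 3 and -0.08 with the signals not scaled between arrays. Ret was too dim and Plzf had no probe, so neither gave a change.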

First, we suppose that VRK1 may be involved in the maintenance of spermatogonial stem cells because VRK1-deficient testes have tubules containing cells at degenerated stages of spermatogenesis or a Sertoli cell-only phenotype as previously reported [17]. These phenotypes typically occur in testes undergoing stem cell loss [3]. Wiebe et al. [13] also expected that degeneration of germ cells is induced by the dysfunctional division of differentiated spermatogonial cells, not by spermatogonial stem cells. However, we revealed that VRK1 deficiency caused a loss of spermatogonial stem cells. We believe that this discrepancy comes from the different methodologies for the quantification of spermatogonial stem cells. Previous reports counted the number of Plzf-positive cells in cross-sections of seminiferous tubules. Although this examination can determine the status of stem cells, it is ambiguous because analyses using cross-sections cannot count all spermatogonial stem cells. Spermatogonial stem cells are a very rare population of all the germ cells, and only a fraction of stem cells can be detected in cross-sectioned tubules. Therefore, most studies quantify spermatogonial stem cells by flow cytometry analysis with antibodies against specific surface marker proteins, which enable the concentration of spermatogonial stem cells for further functional analyses [3], [26]. Our quantification results obtained by flow cytometry provide evidence for the impairment of spermatogonial stem cells in VRK1-deficient mice (Figure 5). Moreover, we found that in 5-week-old VRK1 deficient testes, loss of chained undifferentiated spermatogonia is apparent compared to wild type (Figure 5B). It seems that the proliferation of undifferentiated spermatogonia requires VRK1. Although it is unclear whether VRK1 directly participates in the self-renewal of A_s_ spermatogonial stem cells, a great reduction in the number of spermatogonial stem cells appeared in VRK1-deficient mice. After 8 weeks, VRK1-deficient testes showed a great reduction in spermatogonial stem cells by flow cytometry analysis. In addition, Plzf-positive cells were rarely detected after 9 weeks by whole mount immunohistochemisty of seminiferous tubules (Figure S3). These results indicate that VRK1 is required for the maintenance of spermatogonial stem cells that are regulated by self-renewal.

Spermatogonial stem cells can be regulated by both intrinsic and extrinsic factors; therefore, we asked whether VRK1 directly causes a loss of undifferentiated spermatogonia. Since it is unknown which spermatogonial subpopulation expresses VRK1, we confirmed the expression of VRK1 in undifferentiated spermatogonia by immunocytochemistry after MACS and flow cytometry analysis. We determined that undifferentiated spermatogonia expressing Oct-4 and Plzf but not c-kit also expressed VRK1 (Figure 4). Among the undifferentiated spermatogonia specified as Ep-CAM^+^/α_6_-integrin^+^/c-kit^−^, approximately 66% of cells expressed VRK1 (Figure 4E). These data suggest the existence of a specific subpopulation in undifferentiated spermatogonia that expresses VRK1. Another possibility is that the level of VRK1 changes during the phases of the cell cycle. As VRK1 is highly expressed during the G2-M phases of the cell cycle in somatic cells, the expression levels of VRK1 might also oscillate during the cell cycle in proliferating spermatogonia. This idea might contribute to the detection of undifferentiated spermatogonia that are in the G2-M phase. Together, we suggest that VRK1 is a crucial intrinsic factor for the maintenance of spermatogonial stem cells.

Here, we suggest VRK1 mainly exists in spermatogonia, but not in Sertoli cells. VRK1 protein was detected in spermatogonia with anti-mouse VRK1 antibody but not in Sertoli cells (Figure 1C). In the previous study, GT12/GT12 (a gene-trap vector insertion within intron 12 of *Vrk1*) tubule was stained with x-gal [17]. Although this data confirmed the promoter activity of VRK1in spermatogonia and Sertoli cells, it does not determine whether VRK1 protein exists or not. Proteolysis is a crucial mechanism for the regulation of VRK1 [9]. But mutant VRK1 deleted in exon 13–15 may not be normally regulated because C-terminal region of VRK1 has been suggested as a regulatory domain interacting with other proteins [36]. Therefore, strong staining for beta-galactosidase in Sertoli cells may be due to the accumulation of mutant VRK1 protein.

Although VRK1 is not detected in Sertoli cells by immunohistochemistry, undetectable amount of VRK1 protein might exist. In this case, it cannot be overlooked that an impairment in the maintenance of undifferentiated spermatogonia can be caused by a malfunction of the stem cell niche supported by Sertoli cells. Wiebe et al. showed that expression levels of the kit ligand were unaltered in VRK1-deficient testes, suggesting that VRK1-deficient Sertoli cells retain their ability to secrete important paracrine factors [17]. To prove that VRK1 is an intrinsic factor for the maintenance of undifferentiated spermatogonia, repopulation assays using transplantation of VRK1-deficient germ cell are needed.

Overall, our present study showed that the proliferative capability of undifferentiated spermatogonia, including spermatogonial stem cells, is compromised at an early postnatal age by VRK1-deficiency. Furthermore, in view of the specific biochemical role of VRK1 in the progression of the cell cycle, these data implicate VRK1 in the mitotic regulation of spermatogonial stem cell maintenance. To elucidate the molecular mechanisms of VRK1 in male germ cells, further investigation is expected to clarify this important issue.

## Materials and Methods

### Ethics Statement

Approval of the study protocol was obtained from the Pohang University of Science and Technology Institutional Animal Care and Use Committee (approval ID: LIFE 012). All animal experiments carried out according to the provisions of the Animal Welfare Act, PHS Animal Welfare Policy, and the principles of the NIH Guide for the Care and Use of Laboratory Animals. All mouse lines were maintained under specific pathogen-free conditions at the POSTECH animal facility under institutional guidelines.

### Mice

The gene-trapped ES cell line RRR178 was obtained from BayGenomics. This cell line was generated using a gene trap protocol with the pGT1lxf construct, which contains the intron from *engrailed 2* upstream of a gene encoding β-galactosidase/neomycin resistance, β-geo (see http://www.genetrap.org). The ES cell clone was injected into a C57BL/6 blastocyst according to standard procedures. Male chimeras were bred with C57BL/6 mice to create animals with a germ-line transmission of the mutant allele. Heterozygous mice were backcrossed a minimum of six generations with C57BL/6 mice prior to the study. Genotyping was performed by PCR and Southern blot using DNA extracted from mouse tails. Insertion of the β-geo cassette was verified by PCR (β-geo primer sense, 5′-ATCGCAGATCTGGACTCTAGAGGATCC-3′ and antisense, 5′-ATGCGCTCAGGTCAAATTCAGACGGCAA-3′ and Int4 primer sense, 5′-ATCGCAGATCTGGACTCTAGAGGATCC-3′ and antisense, 5′-GGAGAAACTTTGTACAGCTTCGTT-3′, 5′-AAGGAATCTTGGTTAGCTTTCAGA-3′).

### Preparation of the anti-mouse VRK1 antibody

Mouse VRK1 antisera were generated in rabbits using recombinant mouse VRK1 (accession number NM_011705.3) as the immunogen. Approximately 1 mg recombinant mouse VRK1 was used to immunize rabbits with complete Freund's adjuvant by subcutaneous injection. Two weeks after the first immunization, the rabbits were boosted with incomplete adjuvant. Rabbits were boosted once more with only recombinant protein weeks after the second immunization. Rabbit serum was collected and subjected to affinity purification using a HiTrap Protein G column (GE Healthcare).

### Histology and β-gal histochemistry

For histological analyses, testes were fixed in cold 4% paraformaldehyde, processed into paraffin sections, and stained with hematoxylin and eosin. Histochemical analysis of β-galactosidase reporter activity was performed with frozen sections following the standard method.

### In situ hybridization

A 349-base pair fragment of VRK1 cDNA was obtained by RT-PCR with the use of the oligonucleotides VRK1-349 (f), 5′-TGGAAAAAGTTACAGGTTTATGATAATG -3′, and VRK1-349 (r), 5′-GTAGTTTCACAGACTCCATGTACTTAGC-3′. Synthesis of both anti-sense and sense probes was performed followed by cloning into the pGEM-easy vector. Cryostat sections were hybridized with probes labeled with digoxygenin. Samples were incubated with anti-DIG POD antibody (Roche) and detected using Cy3 Tyramide Signal Amplification (TSA, PerkinElmer, Waltham, MA).

### Immunohistochemistry and immunocytochemistry

Sorted cells were attached to a poly-D-lysine glass slide for immunocytochemistry and then stained with antibodies against VRK1 and Oct4 (sc-5279, Santa Cruz Biotechnology, Santa Cruz, CA) or Plzf (OP128, Calbiochem, San Diego, CA). For immunohistochemistry, testes were fixed in 4% paraformaldehyde, dehydrated using an ethanol series, and embedded in paraffin. Sectioned tissues (5 µm) were dehydrated and stained with antibodies.

### Flow Cytometry

To analyze undifferentiated spermatogonial cell populations, spermatogonial cell populations were enriched using magnetic-activated cell sorting (MACS) (Miltenyi Biotech, Bergisch Gladbach, Germany). Dissociated testicular cells (1×10^7^) were incubated with anti-Ep-CAM antibody followed by anti-rat IgG secondary antibody conjugated to microbeads. Ep-CAM^+^ cells were resuspended in PBS containing 1% FBS and then stained with APC-conjugated anti-c-kit, R-phycoerythrin (PE)-conjugated anti-α6-integrin, and biotin-conjugated anti-Thy-1.2 antibodies prior to flow cytometry analysis. PerCP-conjugated streptavidin was used as a second step to detect Thy-1.2. To identify VRK1 expression, Ep-CAM positive and negative cells were labeled with fluorescein di-D-galactopyranoside (FDG; Invitrogen) per the manufacturer's protocol. For the staining with FDG, stock solution (20 mM) was diluted 1∶10 with DW and prewarmed at 37°C. This solution was mixed with same volume of PBS and incubated with cells for 1 min at 37°C. After incubation, cells were washed with 1 ml of cold PBS. Cells were further stained with (PE)-conjugated anti-α6-integrin antibody for identifying undifferentiated spermatogonial population. All antibodies were purchased from BD Biosciences (San Jose, CA). Flow cytometry was performed on a FACSCalibur (BD Biosciences).

### Quantitative RT-PCR

Total RNA samples from day8 wild type and VRK1-deficient mice (n = 4, each) were prepared from intact testicular cells using Trizol (Invitrogen, Carlsbad, CA) and then reverse transcribed using the ImProm-II Reverse Transcription System (Promega). Quantitative PCR was performed on a MyIQ single time, real-time detector system (Bio-Rad, Hercules, CA) using the SYBR Green PCR mixture (TAKARA BIO INC.) as described previously [37]. β-actin expression was used to normalize transcript levels. Relative values of transcripts were derived using the equation, 2^−ΔΔ*Ct*^, where Δ*Ct* is equal to the difference in threshold cycles. PCR primer sequences are listed in supplemental Table S2. Error bars were calculated as the range in fold change of VRK1-deficient transcript levels (mean ± standard deviation) relative to the mean of wild type transcript.

### Whole-mount immunofluorescence staining

Testes were removed from their capsules and placed in cold PBS. Tubules were dissociated from each other and removed from interstitial material with 1 mg/ml collagenase IV. After fixation in PBS containing 4% paraformaldehyde, the samples were incubated in blocking solution. Spermatogonial stem cells were stained with a Plzf antibody (Calbiochem, OP128) followed by staining with an Alexa Fluor 488-conjugated goat anti-mouse antibody. After washing in PBS, tubules were stained for 10 min with Hoechst 33342 in PBS and mounted in Vectashield mounting medium (Vector Laboratories, Burlingame, CA).

### DNA microarray analysis

Global gene expression analysis was conducted using Agilent Whole Genome Mouse Microarrays and One-Color Quick Amp Labeling Kit (Agilent Technologies, Inc., Santa Clara, CA) according to the manufacturer's protocol. Briefly, 0.5 µg of total RNA was reverse transcribed using T7 promoter primers and MMLV reverse transcriptase. cRNA was amplified by T7 RNA polymerase and labeled with Cy-3 dye, followed by column purification provided in the RNeasy Mini Kit (Qiagen, Inc., Chatsworth, CA). Labeled samples were hybridized with probes on the microarrays at 65°C for 17 hours, and the microarrays were scanned using an Agilent Microarray Scanner after washing out unbound samples. Microarray expression data were extracted and analyzed using the Agilent Feature Extraction Software and GeneSpring GX respectively. Fold changes were calculated as a ratio between signal averages of four biological replicates of wild type and VRK1-deficient mice with statistical significance given by the Student's t-test (cutoff p-value = 0.05), and these significantly changed genes were used for gene ontology analysis. The raw data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE22674.

## Supporting Information

Figure S1 **Characterization of VRK1‐deficient mice.** (A) Schematic representation of the wild type and mutant (VRK1‐deficient) gene locus of VRK1. The insertion site, corresponding coding exons (light gray) and noncoding exons (open box), and the β‐geo cassette (yellow) are shown. Thin (noncoding) and thick (coding sequences) lines under exons represent the expected transcripts derived from the wild type and VRK1‐deficient alleles. β‐geo indicates the bacterial β‐galactosidase fused to the neomycin resistance gene. Primers for genotyping are represented by arrows. Red box indicates the region for the Southern blot probe. (B) PCR analysis of genomic DNA (gDNA) isolated from three littermates produced by heterozygotes crosses. (Upper panel) PCR product amplified with Int4 primers showing a 600‐bp band from gDNA of wild type and heterozygote mice. (Lower panel) PCR product amplified with β‐geo primers showing a 550‐bp band from gDNA of wild type and VRK1‐deficient mice. (C) Southern blot analysis of genomic DNA. Probing of BamHI‐digested DNA revealed 7.5‐kb and 5.5‐kb fragments for the wild type and VRK1‐deficient alleles, respectively. (D) mRNA levels of VRK1 in different tissues harvested from wild type and VRK1‐deficient mice. Semi‐quantitative PCR was performed with primers that amplify Exon2 to Exon4. β‐actin was used as a loading control.
(TIF) Click here for additional data file.

Figure S2 **The validation of mouse VRK1 antibody.** (A) Immunoblot of endogenous mouse VRK1 in spleen and recombinant mouse VRK1 protein with anti‐mVRK1 antibody. (B) Expression pattern of VRK1 in wild type and VRK1‐deficient mouse organs. Lamin B was used as a loading control.
(TIF) Click here for additional data file.

Figure S3 **Loss of undifferentiated spermatogonia in VRK1‐deficient testes.** nine‐week‐old testes of wild‐type and VRK1‐deficient mice were examined by whole‐mount immunostaining with anti‐Plzf antibody. Scale bars, 10 µm.
(TIF) Click here for additional data file.

Table S1 Gene ontology terms of the genes with a significant change in the expression level in VRK1‐deficient mice.
(TIF) Click here for additional data file.

Table S2 Primers for qRT‐PCR.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

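Gene expression was measured in total testicular cells at postnatal day 8, with 4 arrays from wild type and 4 from VRK1-deficient mice. The authors labeled total RNA with Cy3 and hybridized it to 1-color Agilent Whole Genome Mouse arrays, with 1 sample per array and no pooling. They extracted the signals with Agilent Feature Extraction, which subtracts the background and corrects spatial trends within an array. The authors deposited these processed signals as linear intensity values, not scaled between arrays. The deposited table of values held the same processed signals, with 0 unequal values on each array. The methods name GeneSpring GX for the later steps, and a normalization is not given in the sources used here.

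Each array had 45018 spots, of which 43379 were not controls, for 41174 probes. Spots marked as outliers by Feature Extraction were left out (58 to 134 per array). No spot other than controls was saturated. Log2 intensities were computed from the deposited processed signals, and the 75th percentile of each array was subtracted. Spots of the same probe were averaged. Probes well above background on at least 4 of 8 arrays were tested, and 24378 probes were so on all 8 arrays. Probes were paired with gene symbols through the accession (22951 probes), the symbol (6659) or a synonym (3109) in a RefSeq gene table. The name in the array files was kept for 8455 probes. The tested probes carried 17950 symbols. Positions are those given in the array files for build mm7 and were not converted. As a check of sex, 3 genes of the Y chromosome were well above background on all 8 arrays, and none of 4 Xist probes was so on more than 1 array.

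Genotypes were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg over all tested probes. A probe was called at an adjusted p under 0.05. The Student's t-test of the methods, with equal variances, a p of at most 0.05 and a fold change of at least 2, was run on the same values. The log2 fold change is VRK1-deficient minus wild type. A fold against a group in which no array was well above background is given as an approximate lower bound. Signals of that group were raised to at least the lowest signal well above background on each array. Signals of the other group were used unchanged, also where they were not well above background. Gene lists were compared by the mean of the list on each array with an exact two-sided permutation test over 70 label arrangements. The 12 lists were the spermatogonia, meiosis and spermatogenesis genes of Table 1, and lists of undifferentiated spermatogonia, differentiating spermatogonia, meiotic prophase, pan germ cell, Sertoli, Leydig, peritubular, macrophage and mitotic cell cycle genes. The lists outside Table 1 passed the filter on dim probes, whereas the Table 1 lists were used whole. limma fry and limma camera with an estimated correlation were run on the same lists. The fall of the spermatogonia, meiosis and spermatogenesis lists of Table 1 and of the differentiating spermatogonia, meiotic prophase and pan germ cell lists had a p under 0.05 with fry, and no list had one with camera. After adjustment over the 12 lists, the smallest p of fry was 0.0559. Tables and tests were made with data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

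The comparison was tested on simulated data built from the 8 arrays. Of 200 probes given a log2 change between 1 and 2 among 26955 probes, 78% were recovered, and 10 unchanged probes were called. With no probe changed, 0 calls were made by limma. Each simulated value was drawn independently, so the simulated data had no correlation between probes and no outlying array. These rates therefore do not give the error rates for the real arrays.

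The alternatives were quantile normalization, a normexp background correction with an offset of 50 on the mean spot signals, and the deposited table of values without scaling. Others were no filter on dim probes, a filter on all 8 arrays, the mean of all probes of a gene, the ratio of arithmetic means, slide as a block, each slide alone, replicate number as a block, each array left out in turn, the methods' t-test, and an intensity trend with robust variances in limma. The genes named are those of Table 1, Figure 3 and the lists, and the probes with the 5 largest falls and the 5 largest rises among called probes without overlap between genotypes. This rule was set in advance, but the values in Table 1 had been seen. Genes of mast cells and the genes near Vrk1 were chosen after their values were seen.

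Array position and genotype coincided on both slides, so these cannot be told apart. Samples with the same replicate number were not treated as pairs. Histology, immunostaining, qRT-PCR and the GO classification were not analysed here, and the supplementary tables were not used here.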

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

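The tests on wild type replicate 1 and on the DNA around Vrk1 were chosen only after the results were seen.

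Wild type replicate 1 lay apart from the other 3 wild type arrays in several results. The log2 signal of that array was -0.14 for Crabp1, against 1.13 to 1.34 on the other wild type arrays. It was -1.25 for Lin28a, -1.42 for Lin28b, 2.21 for Stag3, -0.86 for Clgn, -1.30 for Suv39h2 and -1.34 for Jag2, each below the other wild type arrays. The mean of the differentiating spermatogonia list on that array was 1.52, against 2.42 to 2.58. In these 8 results the array lay on the side of the VRK1-deficient arrays. For probe A_51_P379409 of Cuedc1 it lay on the other side, at 0.0892 against -1.56 to -1.30. Of 122 groups of 4 arrays examined, 10 had an array this far from the rest, where chance gives about 6.1, and 9 of the 10 were wild type replicate 1. On the first principal component (53.5% of the variance), that array was at -25.3, the other wild type arrays at 33.5 to 71.9 and the VRK1-deficient arrays at -52.6 to -18.4.

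The tables argue against 3 technical explanations for wild type replicate 1. If its label had been exchanged with that of a VRK1-deficient array, Vrk1 would be low on it. The log2 signal of Vrk1 was -0.20 on that array, and between -4.17 and -3.58 on the VRK1-deficient arrays. A mixture with VRK1-deficient RNA would need 87% of that RNA to account for the Table 1 genes and predicts a Vrk1 signal of -2.17. The observed signal was higher by 1.97, and the SD of Vrk1 on the other 3 wild type arrays was 0.36. Weak hybridization would lower the share of spots well above background, which was 66.5% on that array, within the range of the other wild type arrays. A biological difference between the animals, such as in age or in the progress of spermatogenesis, stays open as untested. The effect of leaving out this array is given with the processing alternatives.

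VRK1-deficient replicate 4 had a log2 signal of 2.46 for Dnmt3a, against 3.00 to 3.06 on the other VRK1-deficient arrays. Without that array, the log2 change of Dnmt3a was -0.60 (limma adjusted p = 0.127). No other result set this array apart, and no explanation was tested for it.

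Among genes that the paper does not discuss, the probes with the largest changes were the following. Probe A_51_P339803 of Prss50 (NM_146227) had a log2 change of -2.83 (limma adjusted p = 0.0473), and the second Prss50 probe changed by -2.57. LOC639426 (XR_003227) changed by -2.61 (limma adjusted p = 0.0473), and it was well above background on 2 of 4 VRK1-deficient arrays. Probe A_51_P379409 of Cuedc1 (NM_198013) changed by -2.60 (limma adjusted p = 0.0295), and its second probe by -1.72. Cnga1 (NM_007723) changed by 3.21 (limma adjusted p = 0.0446), with 2 of 4 wild type arrays well above background. The probes of Kcnh1 (NM_010600) changed by 2.71 and 2.44 (limma adjusted p = 0.0473 and 0.0492). They were well above background on 1 and 3 of 4 wild type arrays. With the normexp background correction, the log2 change was 1.20 for Cnga1, 0.73 and 1.13 for Kcnh1 and -0.61 for LOC639426, which then had a limma adjusted p above 0.05. The size and the rank of these changes therefore rest on signals near background. Gdf15 (NM_011819) changed by 2.27 (limma adjusted p = 0.0492). The probes with the largest changes were chosen among called probes without overlap between genotypes, so their separation by genotype is not a finding. With any 1 of the arrays other than wild type replicate 1 left out, the limma adjusted p of these 7 probes was above 0.05 and at most 0.149, except for Cuedc1 without wild type replicate 3 (0.0458). Over all alternatives, it was highest within slide 1, between 0.500 and 0.510. The splits of the arrays and the position on the slide are weighed for the whole set of changed probes under the other observations. No further explanation was tested for these genes, and no biological explanation was tested.

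Probe A_52_P521937 of Zfp386 changed by 2.31 (limma adjusted p = 0.00493, at most 0.0422 without any 1 array and 0.219 within slide 1), and the probes of this gene moved in both directions. The brightest one, A_51_P152203, changed by -0.49 (limma adjusted p = 0.0545), and A_51_P152211 changed by -0.79 (limma adjusted p = 0.0407). Probe A_52_P282091 changed by 1.20 (limma adjusted p = 0.0498). Zfp386 lies 10.2 Mb from Vrk1 on chromosome 12. The mice were made from a gene-trapped ES cell line and bred with C57BL/6 mice, and DNA of that line may have been kept around Vrk1 in VRK1-deficient mice. It could carry variants that change how probes bind or how genes are spliced or expressed. Within 20 Mb of Vrk1, 7.00% of tested probes were called, and elsewhere 3.61% (Fisher's exact test, two-sided, p = 0.00319). Without the probes of Zfp386, which prompted the test, the share near Vrk1 was 6.19% (Fisher's exact test, two-sided, p = 0.0182). This test is on the region and does not show what caused the change of this gene. Whether the strains differ in Zfp386 was not tested, since the strains' sequences were not used here.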

How the results depend on the processing

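All alternatives in this part were set before the data were examined.

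Single arrays. The count of 986 changed probes ranged from 3 to 7659 with 1 array left out. It was 7659 without wild type replicate 1, and 3, 68 and 4 without wild type replicates 2, 3 and 4. Without VRK1-deficient replicates 1 to 4 it was 5, 6, 5 and 10. The 775 probes by the criteria of the methods ranged from 469 to 1521, and the 11 significant genes of Table 1 from 0 to 30. The 0 by limma held without any array but wild type replicate 1, with 27 to 30 genes at an unadjusted p under 0.05. The log2 difference stayed between -1.57 and -1.06 for the Table 1 spermatogonia list, -1.61 and -1.13 for Table 1 meiosis, -1.59 and -1.17 for Table 1 spermatogenesis, -1.23 and -0.83 for differentiating spermatogonia, -1.36 and -0.88 for meiotic prophase, and 0.29 and 0.52 for Sertoli cells. Without wild type replicate 1, the exact permutation p was 0.0286 for each of these lists. The Table 1 spermatogenesis list had an exact permutation p of 0.0571 with any 1 of VRK1-deficient replicates 1 to 4 left out, where it has 35 arrangements in place of 70. For this list, the other VRK1-deficient arrays still lay below all wild type arrays. The log2 change of Bmp8a ranged from -1.27 to -0.93 and that of Bmp8b from -1.97 to -1.44. Both kept an adjusted p under 0.05 only without wild type replicate 1 and lost it without any other array. Gdnf ranged from 0.94 to 1.53, and its adjusted p was under 0.05 only without wild type replicate 1 (0.00351). Pou5f1 reversed to -0.20 without wild type replicate 3 and was at most 0.32 without another array. Fewer arrays lower a count by construction, but not raise it, and the cause of the rise was not tested here.

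Scaling and background. The median log2 change of all probes was 0.04 with the percentile shift and 0.04 with quantile normalization. It was 0.12 with the normexp correction and -0.14 without scaling. The probes called were 793 (357 lower), 1414 (645 lower) and 916 (852 lower) in the last 3, and 732, 645 and 472 of them were among the 986. The significant genes of Table 1 were 6 with quantile normalization, 17 with normexp and 22 without scaling. The criteria of the methods gave 191 probes with normexp. The Table 1 spermatogenesis list was -1.30 with quantile normalization and -1.48 without scaling (exact permutation p = 0.0571 for both), and -0.54 with normexp (exact permutation p = 0.0857). Bmp8a was -1.01 (adjusted p = 0.0544) and Bmp8b -1.59 (0.0519) with quantile normalization. With normexp they were -0.16 (0.428) and -0.39 (0.133), and Gdnf was 0.74 (0.0370). Without scaling, the macrophage list reversed to -0.0529 and Pou5f1 to -0.0800. With normexp, Taf4b reversed to 0.0082. The offset of 50 draws dim signals together, which by construction shrinks changes of dim genes such as Bmp8a. For the other results the cause was not tested.

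Filter. Without a filter on dim probes, 17 probes and 0 genes of Table 1 had a limma adjusted p under 0.05 (34 genes of Table 1 had an unadjusted p under 0.05). Bmp8a and Bmp8b kept -1.04 and -1.62 with an adjusted p of 0.0889. More probes are then tested. With a filter on all 8 arrays, 1389 probes and 10 genes of Table 1 were called, and Bmp8b gave no value. The Table 1 spermatogenesis list was then -1.06 (exact permutation p = 0.0286).

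Slides. With slide as a block, 641 probes and 6 genes of Table 1 were called, and Bmp8a had an adjusted p of 0.0516 at -1.04. With this block, fry gave p = 0.0241, 0.0145, 0.0317, 0.0192 and 0.0417 for the Table 1 spermatogonia (-1.24), Table 1 meiosis (-1.29), differentiating spermatogonia (-0.98), meiotic prophase (-1.06) and Sertoli (0.38) lists, where the exact permutation test without a block gave 0.0857, 0.0571, 0.0857, 0.0857 and 0.0857. The test changes here together with the block. Without a block, fry gave 0.0210, 0.0117, 0.0238, 0.0160 and 0.0584 beside these exact permutation p, so for the first 4 lists fry alone gave a p under 0.05 and the block was not needed for it. Within slide 1, 3 probes were called, 99 passed the criteria of the methods, and 0 genes of Table 1 had a limma adjusted p under 0.05, also when adjusted over the list alone (4 had an unadjusted p under 0.05). Vrk1 was -3.67 (adjusted p = 0.0636), Bmp8a -0.80 (0.510) and Bmp8b -1.24 (0.508). The mitotic cell cycle list reversed to 0.0589, Pou5f1 to -0.26 and Ccnd1 to 0.10. Within slide 2, 1059 probes and 23 genes of Table 1 were called, and Gdnf was 1.68 (0.0354). Each slide holds 2 arrays per genotype, too few for the permutation test of a list to pass 0.05. Slide 1 holds wild type replicate 1. The cause of the changed counts was not tested.

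Replicate number. Deviations from the group mean correlated with r between -0.14 and 0.47 for arrays of the same number and between -0.37 and 0.27 for other arrays, so the arrays were not taken as pairs. Those of the same number also share a slide. With replicate number as a block, 2280 probes and 27 genes of Table 1 were called, and Gdnf (1.17) had an adjusted p of 0.0411. fry gave p = 0.0144, 0.0122, 0.0137, 0.0205 and 0.0432 for the 5 lists in the order above, beside the same exact permutation p and the same fry values without a block. The cause of the changed counts was not tested.

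Tests. The methods' t-test called 162 probes and 0 genes of Table 1 after adjustment, where 30 had an unadjusted p of at most 0.05. Its adjusted p was 0.0914 for Bmp8a (-1.04) and 0.0976 for Bmp8b (-1.62). An intensity trend with robust variances called 1916 probes. The fry values without a block are given under slides. camera gave 0.0780 for Table 1 spermatogenesis (-1.30). The cause was not tested. Over all alternatives, the adjusted p ranged from 0.00323 to 0.510 for Bmp8a, 0.00323 to 0.508 for Bmp8b and 0.00351 to 0.528 for Gdnf.

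The undifferentiated spermatogonia list kept its direction (-0.41 to -0.13) and a p above 0.05 under each alternative with a test. The number of the 5 qRT-PCR markers above background was 3 under each alternative with a filter. Without a filter the count is that of markers with a probe, 4, and it adds Ret, which was well above background on only 1 array. Results were also tallied for the pan germ cell, Leydig, peritubular and macrophage lists and for single genes other than Vrk1, Bmp8a, Bmp8b and Gdnf. They kept their direction and side of the threshold in 899 comparisons, fell back across it in 246, newly passed it in 104 and reversed in 6. The mitotic cell cycle list, whose reversal is given under slides, is outside this tally. The signal over background limits what can be said of Msh4, Tssk3, Spag16, Hsf2bp and Ret, which were not well above background on any VRK1-deficient array, and of Bmp8b and Gal3st1, which were so on 2 of 4.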

Differences from the paper's values

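The probe nearest to Table 1 was chosen only after the values were seen. It drops 0 of the genes that Table 1 lists.

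No fold change of Table 1 differed by more than the spread between arrays with the percentile shift, but the p-values of 6 genes differed by more than 1.5 times. For 26 of 34 genes the fold was within 0.01 of the paper's, and for 27 the p of the methods' t-test was within 0.001 of it. These folds come from means of log2 signals. The methods describe ratios of averaged signals, and with arithmetic means only 2 of the 34 folds were within 0.01. The 6 genes have several probes, and the brightest one was used. Each p given here is from the methods' t-test without adjustment, and an alternative is named where its p was within 1.5 times the paper's.

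For Dazl, the paper's p is 0.031 and the p here 0.0575. Of the alternatives set before the data were examined, the signals not scaled between arrays (0.0362), slide as a block (0.0416), replicate number as a block (0.0247) and the mean of all probes of the gene (0.0371) lay within that margin, and the others did not. For Lin28b, the paper's p is 0.002 and the p here 0.00936. Only leaving out wild type replicate 1 (0.00135) lay within it. For Boll, the paper's p is 0.018 and the p here 0.0289, with the unscaled signals (0.0268) and the mean of all probes (0.0230) within it. For Suv39h2, the paper's p is 0.036 and the p here 0.0865, with only the mean of all probes (0.0478) within it. For Prok2, the paper's p is 0.014 and the p here 0.0267, with the unscaled signals (0.0206) and the mean of all probes (0.0193) within it. For Tesmin, listed as Mtl5 in the paper, the paper's p is 0.013 and the p here 0.0683, and none of the alternatives set before the data were examined lay within it. The paper's criterion of a p of at most 0.05 was met by 30 of the 34 genes. Without wild type replicate 1 it was also met by Dazl (0.00744), Msh4 (0.0149), Suv39h2 (0.0101) and Tesmin (0.00567). Msh4 had a p of 0.0504 with all arrays and 0.0461 without VRK1-deficient replicate 3, and Tesmin had 0.0273 with the mean of all probes. With the probe whose fold is nearest to Table 1, chosen after seeing the values, the p was 0.0311 for Dazl, 0.00245 for Lin28b, 0.0186 for Boll, 0.0363 for Suv39h2, 0.0145 for Prok2 and 0.0133 for Tesmin. With these probes, the computed folds and p of 34 of 34 genes were within the same tolerances. These include Msh4, Tssk3, Spag16 and Hsf2bp, which were not well above background on any VRK1-deficient array, so for these 4 the counts compare calculations and not measured folds.

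The paper states in the Results that Plzf, Pou3f1, Pou5f1, Ret and Ngn3 could not be detected by microarray. Here 3 of the 5, Pou3f1, Pou5f1 and Neurog3, were well above background on 8 of 8 arrays. Ret was so on 1 array, and Plzf had no probe. The paper states in the Discussion that these markers and Lin28 fell markedly by microarray and qRT-PCR. Of the 4 measured well above background, 3 fell, with log2 changes of -0.76 for Pou3f1, -0.93 for Neurog3 and -1.12 for Lin28a. Pou5f1 changed by 0.10.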

Other observations

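The tests of mast cell genes, of the region around Vrk1, and of other splits for the criteria of the methods and for Table 1 were chosen only after the results were seen.

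Other splits of the 8 arrays into 4 and 4 were compared with the split by genotype. For the 986 probes called by limma, 1 of 35 splits, that by genotype, gave as many, and the highest count of the other splits was 7. This argues against chance for this count but does not exclude it, since 1 of 35 is the smallest share these splits allow. At an unadjusted p under 0.05, limma gave 7772 probes for the split by genotype and 8309 for another, so chance cannot be excluded there. For the 11 significant genes of Table 1, 1 of 35 splits gave as many, but the study chose these genes on the same arrays by genotype, so this split count cannot tell. For the 775 probes by the criteria of the methods, 2 of 35 splits gave as many, so chance cannot be excluded. The other split, the one with 8309 probes above, set wild type replicate 1 with VRK1-deficient replicates 1, 3 and 4 and gave 778 probes. The split by slide gave 0 probes with a limma adjusted p under 0.05, 1206 at an unadjusted p under 0.05 and 48 by the criteria of the methods. Each slide held 2 arrays of each genotype, so the split by slide cannot tell whether the slide played a part in the 986 probes. The count with slide as a block was 641, slightly beyond the margin of 1.5 times set in advance. The difference between genotypes did not differ between slides for any probe at a limma adjusted p under 0.05 (0 probes, 1475 at an unadjusted p under 0.05). The position of the array on the slide cannot be told apart from genotype, because 0 positions held arrays of both genotypes.

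The fall of germ cell genes was examined further. A list of 11 measured pan germ cell genes, 3 of them in Table 1, fell from 1.59 ± 0.62 (SD, n = 4) to 0.52 ± 0.40 (SD, n = 4), a difference of -1.07 with 11 of 11 genes lower (exact two-sided permutation test, p = 0.0857). The exact permutation p was 0.0286 without wild type replicate 1 and between 0.0857 and 0.114 with any 1 of the other 7 arrays left out. With 1 array left out, each list of Table 1, of differentiating spermatogonia and of meiotic prophase kept its direction and at least 83.6% of its fall. This argues against a fall of these lists made by 1 array. The undifferentiated list, at -0.23 with all arrays, was at -0.13 without wild type replicate 2. A lower share of all germ cells could lower every stage alike. The difference between the means of the differentiating and the undifferentiated list was 3.68 ± 0.42 (SD, n = 4) in wild type and 2.92 ± 0.31 (SD, n = 4) in VRK1-deficient testes, a change of -0.75 on the log2 scale (exact two-sided permutation test, p = 0.0857). This change was -0.93 without wild type replicate 1 (exact permutation p = 0.0286) and between -0.84 and -0.62 without any other array. The same change for the meiotic and undifferentiated lists was -0.83 (exact permutation p = 0.0571). Both changes were larger than the SD of either genotype (0.56 and 0.22 for the meiotic lists). In the undifferentiated list, Bcl6b, Etv5, Gfra1 and Nanos2 were higher in VRK1-deficient testes without overlap. These values do not decide whether an equal fall of every stage was the only cause. Neither change passes the test with all 8 arrays, and 9 of the 15 undifferentiated genes were lower. The arrays measured total testicular cells, and whether other cells add to the signal of the undifferentiated list was not tested. A biological effect of VRK1 deficiency on the stages stays open, as does a delay of the first wave of spermatogenesis, which was not tested.

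The remaining lists hold genes of other cell types and of cell division, and 0 of their genes are in Table 1. The Leydig list of 8 genes was higher by 0.41 in VRK1-deficient testes, with 6 of 8 genes higher (exact two-sided permutation test, p = 0.0857). It was 0.23 with the signals not scaled between arrays (exact permutation p = 0.4), and the exact permutation p was between 0.0571 and 0.143 with any 1 array left out. Rotation with fry gave p = 0.0561, and 0.0437 with slide as a block, beside the exact permutation p of 0.0857. By limma, 0 of these genes had an adjusted p under 0.05 over all probes, 4 had an unadjusted p under 0.05, and 4 had an adjusted p under 0.05 when adjusted over the list alone. The peritubular list of 6 genes fell by 0.13 (exact permutation p = 0.314), and 1 gene, Cnn1, had a limma adjusted p under 0.05 (log2 change -0.99, adjusted p = 0.0446). The macrophage list of 6 genes rose by 0.13, with 6 of 6 genes higher with the percentile shift (exact permutation p = 0.314). By limma, 0 of these had an adjusted and 0 an unadjusted p under 0.05. The list reversed to -0.05 with the signals not scaled between arrays. The mitotic cell cycle list of 16 genes fell by 0.05 (exact permutation p = 0.714), with 10 lower and 6 higher. Of these, Ccna2 and Cdk1 rose by 0.61 and 0.48 (limma adjusted p = 0.0407 and 0.0492). When 1 of the 7 arrays other than wild type replicate 1 was left out, the limma adjusted p lay between 0.0662 and 0.147 for Cnn1, 0.0599 and 0.146 for Ccna2, and 0.0714 and 0.151 for Cdk1.

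Mast cell genes were higher in VRK1-deficient testes. Cma1, Cpa3 and Tpsb2, noticed among the called probes, rose by 1.54, 1.90 and 1.59 on the log2 scale (limma adjusted p = 0.0334, 0.0294 and 0.0410). Their limma adjusted p, when 1 of the 7 arrays other than wild type replicate 1 was left out, lay between 0.0587 and 0.118, 0.0458 and 0.108, and 0.0599 and 0.140. More mast cells are a candidate explanation. It was tested on 13 further mast cell genes, of which 8 passed the filter on dim probes. Their mean was -3.80 ± 0.35 (SD, n = 4) in wild type and -3.27 ± 0.19 (SD, n = 4) in VRK1-deficient testes, a difference of 0.54 with 5 genes higher and 3 lower (exact two-sided permutation test, p = 0.0857). It was 0.69 within slide 1 and 0.39 within slide 2. Mcpt4 rose by 1.51 (limma adjusted p = 0.0399), whereas Gata2, which other cells also express, fell by 0.71 (limma adjusted p = 0.0499). These limma adjusted p rose to at most 0.127 and 0.153 with 1 array left out. The test did not pass the threshold, so more mast cells and a change of single genes cannot be told apart. No other technical explanation was tested for these genes, and histology was not analysed here.

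Called probes were more common near Vrk1 than elsewhere. Of 343 tested probes within 20 Mb of Vrk1 on chromosome 12, 24 were called (7.00%), and of 26486 elsewhere 955 were (3.61%, Fisher's exact test, two-sided, p = 0.00319). Counted by gene, the shares were 8.56% and 4.05% (Fisher's exact test, two-sided, p = 0.00297). Neighboring genes are not independent, so windows of 40 Mb on other chromosomes were also counted. Of 68 such windows, 1 had a share as high, with 7.69% in the highest. Of the 24 probes, 17 were lower and 7 higher. They include 3 probes of Zfp386, the gene that prompted this test. Without Zfp386, 21 of 339 probes were called (6.19%, Fisher's exact test, two-sided, p = 0.0182), 2 of the 68 windows had a share as high, and the share by gene was 8.60% (Fisher's exact test, two-sided, p = 0.00290). These values are consistent with DNA of the ES cell line kept around Vrk1, as a hypothesis. A regional effect of the gene trap, or a cluster of coregulated genes, stays open and was not tested.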
